A study of Mus musculus with 9 samples. Its data were reported in "Butyrate limits inflammatory macrophage niche in NASH" (2023).

How the data were processed

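RNA from RAW264.7 cells, a mouse macrophage-like line transformed by Abelson murine leukaemia virus, was sequenced in 9 libraries. They fall into 3 groups of 3 by the treatment given in the labels: untreated control, lipopolysaccharide (LPS, the endotoxin of Gram-negative bacteria), and LPS together with sodium butyrate (NaBu, a short-chain fatty acid salt that inhibits histone deacetylases). The series' design text describes the NaBu as given before LPS and calls the replicates biological; it does not say whether they came from separate cultures, so p-values measure the spread between these libraries, which may be partly technical. No library of cells given NaBu without LPS was analysed here.

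According to the study's methods, libraries were made with a directional kit, reads were trimmed with Trimmomatic, aligned with HISAT2 and counted with featureCounts, and differential expression was tested with limma after a variance-stabilising step in DESeq2. The submitters' processing notes name STAR 2.7.7a, DESeq2 and the mm39 genome instead of HISAT2, so which aligner made the deposited values is open, and the strand setting of the counting is not given in the sources used here. Reads of overlapping or antisense genes may therefore have been shared between genes. The study's methods describe counting only uniquely mapped reads, under which reads matching several near-identical copies would be dropped rather than shared. Whether this held for the deposited values is open. The labels give total RNA as the molecule, while the study's methods speak of mRNA sequencing. Those methods do not state how mRNA was selected.

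The deposited values are called FPKM, but they are a signal of another kind: the authors' deposited signal is gene counts divided by a single size factor per library. In every library 100% of the values were whole multiples of what 1 read is worth, within 0.001 of a whole number, and the step was the reciprocal of the median-of-ratios size factor that DESeq2 computes. The values are not divided by gene length, so levels are compared between libraries and never between genes. They are called normalised counts here. In 3 of the 9 libraries the step lies within 1% of 1, where a test for whole multiples says little, and the recovered reads of those libraries rest on the same size factors. The total of recovered reads ranged from 37.6 M to 64.4 M per library. The files list 43629 genes, of which 38984 (89.35%) matched GENCODE release M39 by identifier; the unmatched identifiers hold 0.245% of the reads. Coordinates are those of that annotation, on GRCm39, numbered from 1.

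Genes with a normalised count of at least 10 in at least 3 of the 9 libraries were tested, which left 14808. The minimum had been planned in FPKM and was translated to normalised counts, before any test was run, once the unit was known. Values were tested as log2(normalised count + 1) with limma 3.58.1 in R 4.3.3 (a linear model with a mean per group over all 9 libraries, and moderated statistics with an intensity trend), two-sided, with Benjamini-Hochberg adjustment over the genes tested. A gene was called at an adjusted p under 0.05, and a change of at least 1 on the log2 scale was counted separately. Fold changes are on the log2(normalised count + 1) scale, which understates changes of low genes. Levels are means ± SD of normalised counts over 3 libraries, and log2 fold changes carry ± their standard error. The median standard error was 0.085 on the log2 scale, with quartiles of 0.059 and 0.247. For genes without reads in a group a bound was computed at a floor of 3 reads per library, and for genes with 1 to 3 reads a ratio with its exact 95% binomial interval; both cover counting error only.

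Gene lists were fixed before the data were examined: 50 lists of pathways, macrophage states, complexes and markers of other cell types. Each list's members were counted by the calls over all genes and again with p-values adjusted over the list alone. The 42 lists with at least 5 tested members, other than those of other cell types, were tested with camera in limma at a preset correlation of 0.01, adjusted over 126 tests. The tests were repeated with a correlation estimated from the data. At the preset correlation 28, 25 and 22 lists were called with LPS against control, LPS+NaBu against LPS and LPS+NaBu against control. With the estimated correlation 12, 4 and 4 were called. This loss does not measure correlation alone, since p-values also rose for lists with an estimated correlation under the preset 0.01. Camera p went from 0.000162 to 0.00844 for class II presentation with LPS+NaBu against LPS (estimated correlation 0.005). It went from 2.99e-17 to 0.000111 for classical activation (M1) markers with LPS against control (0.004).

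The genes named were chosen by a rule written before the data were examined. It takes 23 genes that the study discusses, in every comparison; the 8 genes with the largest rise and the 8 with the largest fall per comparison among called genes with a mean of at least 500 normalised counts in the higher group, no overlap between the libraries of the groups and no predicted or clone-based symbol; up to 4 members per list with the smallest adjusted p; and any member where a list's count is 5 or fewer. The minimum of that rule had also been planned in FPKM. Some genes that the rule picks are not reported here. A few list members beyond the rule are named as examples.

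The test was tried on simulated counts drawn from the real means and library sizes, with 200 genes changed by known folds. For LPS against control, over 13547 genes, it recovered 75% of the genes changed 1.5-fold, 85.7% of those changed 2-fold and 95.5% of those changed 4-fold, and 4.22% of its calls were unchanged genes. For LPS+NaBu against LPS, over 13726 genes, these shares were 73.7%, 79.4% and 98.4%, with 8.14% of calls unchanged. For LPS+NaBu against control, over 13568 genes, they were 69.5%, 83.9% and 96.6%, with 7.41% of calls unchanged. Only 200 genes were changed in the simulation, whereas 8307, 11558 and 11267 genes were called in the data. These shares therefore may not carry over to the real comparisons.

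Alternatives planned in advance were other pseudocounts, other filters, other scalings between libraries, a test against a minimum change, edgeR 4.0.16 (quasi-likelihood) and DESeq2 1.42.0 on the recovered reads, a block for the replicate number, and leaving out each library in turn. TMM scaling, filters at 1 and at 100, and other scalings for the list tests were added after seeing the data. On the recovered reads edgeR called 8268, 11621 and 11334 genes in the 3 comparisons in the order above, and DESeq2 8284, 11502 and 11245. Replicates of a group differed by more than sampling noise (chi-square per degree of freedom from 4.64 to 24.4 between pairs of replicates), so none was counted as a duplicate.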

Results

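Transcripts of 9 RAW264.7 libraries were compared: 3 control, 3 LPS and 3 LPS+NaBu. The recovered reads were 57.2, 44.9 and 45.1 M in the control libraries. They were 52.3, 45.5 and 37.6 M with LPS, and 64.4, 39.4 and 47.5 M with LPS+NaBu. Correlations of log2 values across genes, which are not independent replicates, were 0.987 to 0.993 within groups. Between groups they were 0.944 to 0.946 for control and LPS, 0.904 to 0.907 for control and LPS+NaBu, and 0.890 to 0.895 for LPS and LPS+NaBu. The LPS+NaBu libraries held more detected genes (14467 ± 68.2 with a normalised count of at least 10, n = 3) than the control (13446 ± 140) or LPS libraries (13579 ± 137). The share of normalised counts from mitochondrially encoded genes was 2.13% ± 0.119 in control, 1.41% ± 0.0491 with LPS and 2.12% ± 0.0602 with LPS+NaBu.

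**Figure D1:**
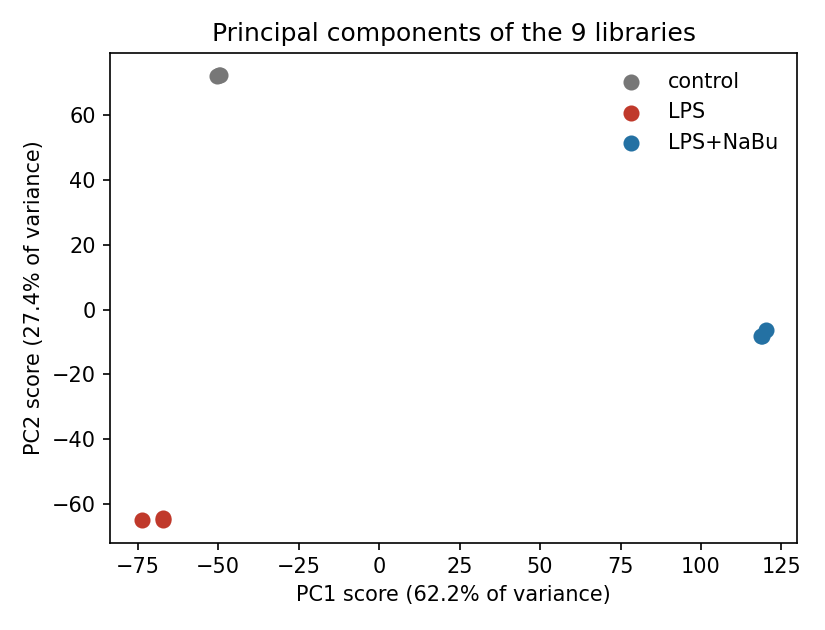
Scores of the 9 libraries on the first principal components of log2 values, one point per library, coloured by group (some points overlap). The horizontal axis (PC1, 62.2% of variance) sets LPS+NaBu apart from both other groups, and the vertical axis (PC2, 27.4%) sets control apart from LPS.

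The comparison of LPS with control asked what the endotoxin alone did to these cells. LPS raised inflammatory and interferon-response transcripts the most. Tnf, a cytokine secreted early in macrophage activation, rose 38.3-fold, from 4686 ± 105 to 179534 ± 6954 normalised counts (n = 3, log2 change 5.26 ± 0.04, limma adjusted p = 4.54e-17). Il1b, the precursor of a fever-inducing cytokine, went from 5.47 ± 1.28 to 25222 ± 1682, and Nos2, the inducible nitric oxide synthase, from 10.8 ± 4 to 20421 ± 806 (adjusted p = 2.24e-16 and 4.42e-14). Il6, an acute-phase cytokine, rose from 1.34 ± 2.32 to 250 ± 19.8 (adjusted p = 1.19e-07), and Il18, processed by caspase-1 like Il1b, from 52.2 ± 5.98 to 1661 ± 56.3 (adjusted p = 3.82e-13).

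Of 14808 genes tested, 8307 were called, 3739 higher and 4568 lower with LPS, and 1245 and 891 of them changed at least 2-fold. The split between higher and lower (45% higher) depends on the scaling between libraries: scaled to the same sum it was 2273 higher and 7074 lower (24.3% higher), which shifts log2 changes by -0.227, and by less for genes with few reads. The largest rises, besides Il1b and Nos2, were in the granulocyte growth factor Csf3 (1.34 ± 2.32 to 79854 ± 3462) and the chemokine Cxcl10 (5.66 ± 2.50 to 22828 ± 1848). They were followed by the interferon-inducible GTPases Gbp5 (4.93 ± 0.998 to 17264 ± 467) and Gbp2 (4.12 ± 2.18 to 11384 ± 559). The mitochondrial nucleotide kinase Cmpk2 (8.28 ± 3.04 to 19185 ± 820) and the antiviral enzyme Rsad2 (19.5 ± 7.56 to 39569 ± 475) come next. The largest falls were smaller: the chemokine receptor Cxcr4 was 12-fold lower (516 ± 29 to 42.9 ± 10.8), the tetraspanin Tspan10 9.11-fold (649 ± 26.5 to 70.4 ± 5.12) and the receptor adaptor Arrb1 7.23-fold (7087 ± 378 to 981 ± 99.3). Card14 was lower 6.27-fold, the myosin gene Myh7b 6.15-fold, the mTOR-binding Deptor 5.76-fold, Angptl4, an inhibitor of lipoprotein lipase, 5.56-fold, and Ttc7 4.84-fold. Each of these 16 genes had an adjusted p of 6.23e-08 or less. The 3 LPS libraries lay outside the range of the 3 control libraries, a separation that 1 in 10 splits of 6 libraries gives.

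For lists of genes fixed in advance, where no second count is given, the count adjusted over the list alone was the same. Interferon-stimulated genes, the antiviral programme downstream of type I interferon, all rose: 47 of 47 tested, with a median log2 change of 7.18 (camera adjusted p = 5.83e-39, and adjusted p = 0.0241 with an estimated correlation). Levels of Isg15, a ubiquitin-like protein, went from 77.8 ± 11.1 to 31523 ± 1691, Ifit2 from 397 ± 35.8 to 52635 ± 2956 and Oasl1 from 585 ± 39.5 to 85135 ± 6014. Stat2 (1447 ± 124 to 17348 ± 242), which carries interferon signals to the nucleus, rose 12-fold, and Stat3 rose 2.72-fold (3193 ± 146 to 8668 ± 56.1). Of 16 tested proinflammatory cytokines 15 rose and 0 fell (16 and 0 adjusted over the list alone; camera adjusted p = 1.13e-12, and adjusted p = 0.0154 with an estimated correlation). Il1a, for example, rose (40.6 ± 11.3 to 25722 ± 1497). Of 20 chemokines 18 rose and 1 fell. The median log2 change was 4.59, or 3.91 with the 6 members that had no reads in control set to their bound (camera adjusted p = 2.58e-11, and adjusted p = 0.0459 with an estimated correlation). Ccl2, which attracts monocytes, went from 426 ± 26.7 to 63340 ± 3730, and Cxcl2, which attracts neutrophils, from 342 ± 39.7 to 206692 ± 5743. Ccl3 went from 16743 ± 184 to 353884 ± 19616 and Ccl5 from 45.5 ± 12 to 65790 ± 6272.

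Genes of NF-kB and its feedback loops rose in 25 of 29 cases with 0 lower (27 and 0 adjusted over the list alone; camera adjusted p = 5.85e-17, and adjusted p = 0.0224 with an estimated correlation). Nfkbia, the inhibitor that retains NF-kB in the cytoplasm, went from 1870 ± 71.6 to 25808 ± 649, Nfkbiz from 307 ± 20.8 to 7694 ± 539 and Nfkb1 4.54-fold from 4233 ± 113 to 19220 ± 396. Rela, the p65 subunit, rose 1.17-fold (3102 ± 117 to 3639 ± 158, adjusted p = 0.00276), a call that ended when the libraries were scaled to the same sum (adjusted p = 0.968; 0.000411 to 1 over the alternatives). Feedback inhibitors of Toll-like receptor signalling rose in 24 of 27 cases and fell in 2 (camera adjusted p = 2.13e-14, and adjusted p = 0.00699 with an estimated correlation). Socs3, which blocks JAK kinases, went from 717 ± 48.3 to 43749 ± 1235 and the IL-1 antagonist Il1rn from 7639 ± 93.3 to 92421 ± 1115. Class I antigen presentation genes rose in 20 of 20 cases (camera adjusted p = 5.38e-16, but adjusted p = 0.0586 with an estimated correlation). One is the peptide transporter Tap1 (2010 ± 76.4 to 23636 ± 1154). Anti-apoptotic genes rose in 14 of 19 cases and fell in 3 (camera adjusted p = 4.88e-07, and adjusted p = 0.0227 with an estimated correlation). The kinase Pim1 (848 ± 36.3 to 11025 ± 326) and Traf1 (246 ± 19.3 to 6841 ± 461) led them.

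Cell cycle and sterol genes moved the other way. Of 52 genes of G2/M and mitosis 51 fell and 0 rose (median log2 change -0.59, camera adjusted p = 2.68e-15, and adjusted p = 0.0328 with an estimated correlation). They include the condensin subunit Ncapd2 (10032 ± 290 to 4562 ± 162) and the mitotic kinase Aurkb (5860 ± 102 to 2894 ± 149). Of 46 genes of S phase 36 fell and 3 rose (camera adjusted p = 1.39e-06, but adjusted p = 0.162 with an estimated correlation). Cholesterol synthesis genes fell in 18 of 24 cases and rose in 2 (18 and 3 adjusted over the list alone; camera adjusted p = 0.000722, but adjusted p = 0.0985 with an estimated correlation).

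Among marker genes of macrophage states, 20 of 22 classical (M1) markers rose and 0 fell (21 and 0 adjusted over the list alone; camera adjusted p = 5.38e-16, and adjusted p = 0.00699 with an estimated correlation). Irg1, which makes itaconate, went from 749 ± 42.2 to 205193 ± 5277. Of 23 alternative (M2) markers 12 rose and 4 fell (camera adjusted p = 0.00159, but adjusted p = 0.0922 with an estimated correlation). The members that led this list were Il1rn, the chemokine Ccl22 (39.8 ± 5.07 to 4572 ± 371), the transcription factor Myc (140 ± 12.8 to 3904 ± 241) and the scavenger receptor Msr1 (12209 ± 208 to 36871 ± 1415), none of which is restricted to alternative activation. The M1 and M2 genes that the study selected are not taken as independent evidence of direction. The study showed them from these libraries and does not state how it chose them. All 6 of its M1 genes rose, and of 4 tested M2 genes 1 rose and 2 fell. Mrc1, the mannose receptor, went from 9.20 ± 1.02 to 30.8 ± 8.44 (adjusted p = 0.00107), and Pparg, a nuclear receptor, from 5.93 ± 2.68 to 0.782 ± 1.36 (adjusted p = 0.00782). Il4 stood at 22.1 ± 2.71 and 12.8 ± 3.84 (adjusted p = 0.0303), a call lost in 10 of 20 alternatives, with adjusted p from 0.00689 to 0.625. Without LPS replicate 2, for example, it was 0.106. Cd80, a costimulatory ligand, rose 1.70-fold (933 ± 53 to 1588 ± 44.4, adjusted p = 2.28e-07). Hdac1 rose 1.61-fold (3732 ± 118 to 5990 ± 143), while Hdac3 stood at 3527 ± 19.1 and 3464 ± 155 (adjusted p = 0.645), but was called lower when scaled to the same sum (adjusted p = 0.000199; 0.000199 to 1 over the alternatives). Retnla, Chil3 and Ffar3 had 0 reads in all 9 libraries. Il10 had 0 reads in control and LPS, and Ffar2 was near 0 and was not tested. Markers of other cell types also moved with LPS. Those of neutrophils (2 of 2), hepatocytes (1 of 1), T cells (1 of 2) and B cells (1 of 3) were higher. Of 3 endothelial markers 2 were higher and 1 lower, and 0 of 4 fibroblast markers were called.

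**Figure D2:**
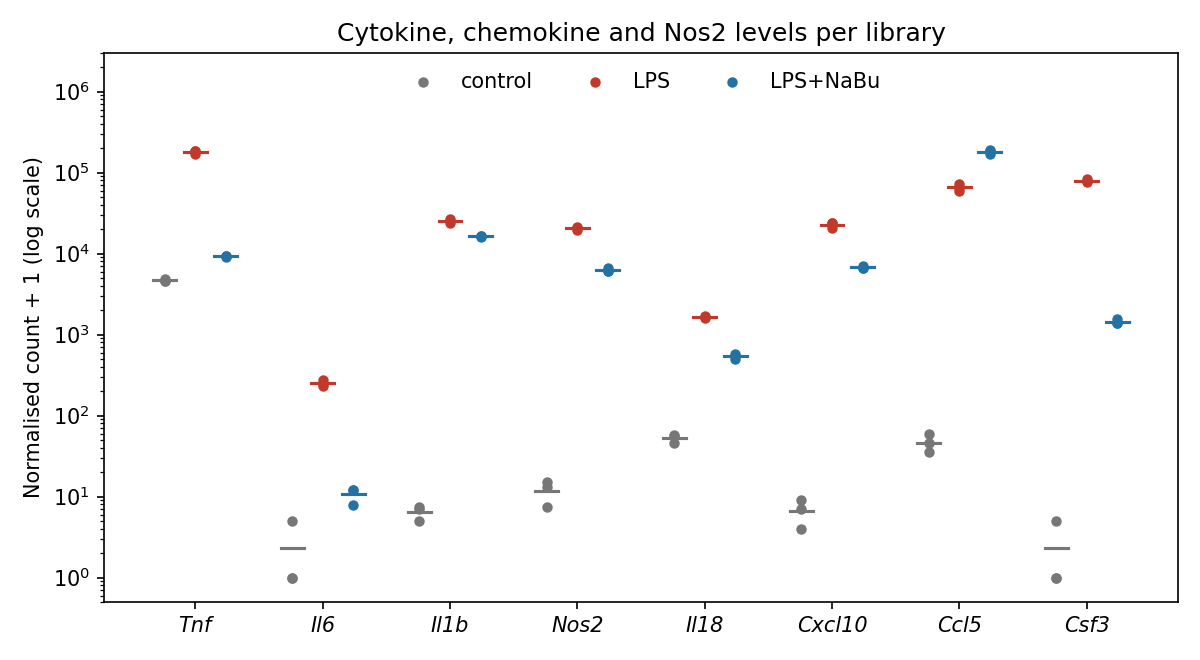
Levels of 8 genes in each library (points) with the group mean (bars), as normalised count + 1 on a logarithmic axis. Tnf, Il6, Il1b, Nos2, Il18, Cxcl10 and Csf3 rose with LPS and lay lower with LPS+NaBu, whereas Ccl5 lay higher with LPS+NaBu (181527 ± 11369) than with LPS (65790 ± 6272).

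The comparison of LPS+NaBu with LPS asked how NaBu changed the response of cells stimulated with LPS. Tnf dropped 19.4-fold, from 179534 ± 6954 to 9250 ± 129 (n = 3, log2 change -4.28 ± 0.04, limma adjusted p = 4.08e-16), and Il6 24-fold, from 250 ± 19.8 to 9.64 ± 2.40 (adjusted p = 4.23e-06). Nos2 fell 3.25-fold (20421 ± 806 to 6292 ± 375, adjusted p = 2.37e-06), Il18 3.09-fold (1661 ± 56.3 to 538 ± 42.3, adjusted p = 1.15e-08) and Cd80 1.51-fold (1588 ± 44.4 to 1054 ± 33.7, adjusted p = 1.25e-06). Il1b fell 1.54-fold, from 25222 ± 1682 to 16372 ± 165 (adjusted p = 0.000271), and its call ended under quantile normalization (adjusted p = 0.231; 9.71e-27 to 0.286 over the alternatives). Il4 rose 5.74-fold to 76.2 ± 3.48 (adjusted p = 1.99e-06) and Pparg from 0.782 ± 1.36 to 15.4 ± 4.41 (adjusted p = 0.00015). Il10 had 6.12 ± 2.57 normalised counts against 0 with LPS, below the minimum for testing.

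NaBu changed more genes than LPS had: 11558 were called, 5956 higher and 5602 lower, with 3171 and 2369 changed at least 2-fold. Scaled to the same sum the split was 7417 higher and 4132 lower (64.2% against 51.5% higher), which shifts log2 changes by 0.277, and by less for genes with few reads. The balance turned the other way with edgeR (5455 higher, 6166 lower) and under quantile normalization (5886 and 6030), and with filters of at least 50 (5020 and 5220) and 100 (4622 and 5012). The largest rises included genes that were nearly silent with LPS. Kcnh3, a potassium channel gene, had 781 ± 27.5 normalised counts against 0.668 ± 1.16, a ratio of 992 with a counting interval of 274 to 8200. Celf5, an RNA-binding protein gene, had 534 ± 55.7 against 0, at least 149-fold higher at the floor of 3 reads per library. The others were Plet1 (4.74 ± 7.21 to 984 ± 55.4), Ankrd35 (7.35 ± 9.30 to 1534 ± 87.8), the tight junction genes Cgn (1.45 ± 1.27 to 604 ± 6.88) and F11r (3.24 ± 2.81 to 546 ± 25), the tissue plasminogen activator Plat (21.5 ± 3.70 to 5151 ± 164) and Hid1 (12.9 ± 6.58 to 1816 ± 51.2). The largest falls were in genes that interferon induces: Mx1 fell 316-fold (2197 ± 148 to 7.25 ± 4.82), Ifi44l 300-fold (1470 ± 29.9 to 4.50 ± 2.78) and Gbp6 109-fold. They were followed by Ifi44 at 87.1-fold, the class I gene H2-T24 83.6-fold, Iigp1 78.9-fold, Gbp5 77.8-fold and the decoy receptor Il13ra2 at 67.7-fold. All 16 had an adjusted p of 4.17e-07 or less and no overlap between the libraries of the groups. The LPS+NaBu libraries held 11, 8.92 and 1.81 normalised counts of Mx1, and 1.38, 6.69 and 5.44 of Ifi44l. The sizes of the Mx1 and Ifi44l falls, and their order, therefore rest on few reads.

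All 47 interferon-stimulated genes fell, with a median log2 change of -3.00 (camera adjusted p = 2.48e-15, but adjusted p = 0.0586 with an estimated correlation). Irgm1 went from 16206 ± 764 to 1541 ± 71.3, Ifi204 from 23502 ± 927 to 1148 ± 53.9 and Parp9 from 14148 ± 257 to 1393 ± 113. Stat2 fell 1.85-fold. Proinflammatory cytokines fell in 13 of 16 cases and rose in 1, Il12b (camera adjusted p = 0.000413, but adjusted p = 0.0534 with an estimated correlation). Il27 went from 5842 ± 463 to 113 ± 23.3 and Ebi3, which encodes the partner subunit of the same cytokine, from 2646 ± 97.1 to 874 ± 48.6. Chemokines fell in 14 of 20 cases and rose in 4 (camera adjusted p = 0.0139, but adjusted p = 0.316 with an estimated correlation). Ccl2 dropped from 63340 ± 3730 to 3342 ± 67.2 and Cxcl2 from 206692 ± 5743 to 22178 ± 1012, whereas Ccl5 rose (log2 change 1.47 ± 0.14, adjusted p = 4.33e-07), as did Ccl22, Ccl24 and Cx3cl1. NF-kB genes fell in 19 of 29 cases and rose in 6 (camera adjusted p = 0.0087, but adjusted p = 0.19 with an estimated correlation), a fall that was gone when scaled to the same sum (12 higher, 13 lower). Nfkb1 fell 3.93-fold to 4891 ± 85.8 and Nfkbid from 4714 ± 281 to 566 ± 18.2. Rela was not called (3639 ± 158 and 3762 ± 209, adjusted p = 0.438). It was called higher when scaled to the same sum (adjusted p = 5.61e-05) and under quantile normalization (adjusted p = 0.0114; 5.61e-05 to 1 over the alternatives).

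Surface and identity genes of macrophages fell with NaBu. Of 25 tested genes of macrophage identity 20 fell and 4 rose (median log2 change -1.16, camera adjusted p = 8.89e-05, but adjusted p = 0.136 with an estimated correlation). Cd14, the LPS co-receptor, went from 165693 ± 7569 to 9086 ± 198, Spi1, which encodes the lineage factor PU.1, from 16652 ± 1295 to 2382 ± 175, and Mpeg1 from 90400 ± 4263 to 14148 ± 203. Phagocytic receptors fell in 20 of 28 cases and rose in 7 (camera adjusted p = 0.00151, but adjusted p = 0.0922 with an estimated correlation). Msr1 went from 36871 ± 1415 to 965 ± 47.9 and the lectin Clec4e from 32136 ± 462 to 1663 ± 59.5. Beside these, the 4 tested markers of fibroblasts were higher with LPS+NaBu than with LPS: Col1a1 (147 ± 5.24 against 3.45 ± 0.596), Pdgfrb (68.4 ± 2.18 against 4.29 ± 2.38), Pdgfra (46.2 ± 7.35 against 5.45 ± 3.25) and Thy1 (20.2 ± 3.77 against 0). Markers of lymphocytes moved apart. Lck (1382 ± 86 to 211 ± 5.47) and Pax5 (86.3 ± 12.5 to 5.92 ± 6.15) fell. Cd79a (4.68 ± 3.06 to 21 ± 2.85) and Cd79b (1.45 ± 1.27 to 21.9 ± 3.56) rose. The 2 tested neutrophil markers and the 1 tested hepatocyte marker were lower, and 2 of 3 endothelial markers were higher.

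The M1 markers fell in 17 of 22 cases and rose in 2 (17 and 3 adjusted over the list alone; camera adjusted p = 0.000271, and adjusted p = 0.0453 with an estimated correlation). The M2 markers did not move as a group, with 11 lower and 8 higher of 23 (camera adjusted p = 0.278). Msr1, Il1rn (92421 ± 1115 to 10315 ± 330) and the growth factor Igf1 (5983 ± 105 to 925 ± 66.7) fell, and Irf4, a transcription factor of alternative activation, rose from 179 ± 17.8 to 2663 ± 88.6. All 6 M1 genes that the study picked fell (camera adjusted p = 0.0064, but adjusted p = 0.118 with an estimated correlation). Of its 4 tested M2 genes 2 rose (Il4 and Pparg) and 0 fell. The study showed these genes from the same libraries without stating how it chose them, so they are not taken as independent evidence. Mrc1 was not called (30.8 ± 8.44 and 39.4 ± 13, adjusted p = 0.369).

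Genes of antigen presentation split by class. All 9 class II genes rose (median log2 change 3.09, or 3.03 with the member that had no reads with LPS at its bound; camera adjusted p = 0.000551, but adjusted p = 0.0507 with an estimated correlation). Among them are H2-Aa (21.7 ± 6.70 to 785 ± 43.5), H2-Ab1 (64.1 ± 15.2 to 967 ± 79.7) and H2-Eb1 (155 ± 32.1 to 1252 ± 74.4). Of 20 class I genes 17 fell and 0 rose (18 and 0 adjusted over the list alone; camera adjusted p = 9.97e-07, but adjusted p = 0.19 with an estimated correlation). The immunoproteasome subunit Psmb10 fell (10090 ± 950 to 553 ± 64.3), as did H2-M3 (12675 ± 190 to 1786 ± 67.5).

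Genes known to rise with histone deacetylase inhibitors rose in 13 of 15 cases and fell in 2 (camera adjusted p = 0.00122, but adjusted p = 0.19 with an estimated correlation). H1f0, a linker histone of resting cells, went from 17951 ± 1215 to 81971 ± 6201, the metallothionein Mt1 from 11577 ± 979 to 52788 ± 1998 and Txnip, which binds thioredoxin, from 12758 ± 268 to 40990 ± 519. Neuronal genes held silent by the repressor REST rose in 12 of 15 cases and fell in 2 (camera adjusted p = 0.0104, but adjusted p = 0.224 with an estimated correlation). They include the synaptic gene Syn1 (676 ± 18.6 to 4411 ± 209) and Vgf (227 ± 3.73 to 1731 ± 110). Transcripts of the deacetylases Hdac1 (5990 ± 143 to 8290 ± 245) and Hdac3 (3464 ± 155 to 4969 ± 136) rose 1.38-fold and 1.43-fold (adjusted p = 3.48e-07 and 1.98e-07). Replication-dependent histone genes rose in 22 of 27 tested cases with 0 lower (camera adjusted p = 0.000601, and adjusted p = 0.0453 with an estimated correlation). Hist1h1c led them (1750 ± 155 to 19478 ± 2442). These genes are near-identical copies in part, so single members are uncertain.

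Proliferation genes fell beyond their level with LPS alone. Of 52 genes of G2/M and mitosis 51 fell, with a median log2 change of -1.71 (camera adjusted p = 2.31e-17, and adjusted p = 0.027 with an estimated correlation). They include the mitotic kinase Plk1 (3861 ± 192 to 576 ± 8.38) and the cyclins Ccna2 (2220 ± 111 to 295 ± 1.30) and Ccnb1 (5086 ± 188 to 1009 ± 23.6). Of 46 S phase genes 42 fell and 3 rose (camera adjusted p = 7.84e-12, but adjusted p = 0.0777 with an estimated correlation). Among them are the DNA replication genes Mcm10 (5036 ± 231 to 353 ± 18.1) and Mcm3 (15323 ± 401 to 2534 ± 138). Anti-apoptotic genes fell in 15 of 19 cases and rose in 3 (camera adjusted p = 0.000372, and adjusted p = 0.0453 with an estimated correlation). Bcl2l1 went from 31710 ± 1807 to 6765 ± 285 and Cflar, an inhibitor of caspase-8, from 20693 ± 2310 to 3804 ± 224. Pro-apoptotic genes went both ways, 12 higher and 11 lower of 27, a balance that turned under quantile normalization (camera adjusted p = 0.999). Casp6 (317 ± 46.6 to 2334 ± 57.6) and Bmf (59.1 ± 9.05 to 866 ± 51.9) rose, while Casp8 (6486 ± 138 to 1281 ± 73.2) and Bak1 (12604 ± 755 to 2878 ± 233) fell. Stat3 rose 1.10-fold (8668 ± 56.1 to 9577 ± 111, adjusted p = 0.00737), a call that ended with edgeR (adjusted p = 0.401; 1.13e-06 to 1 over the alternatives).

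**Figure D3:**
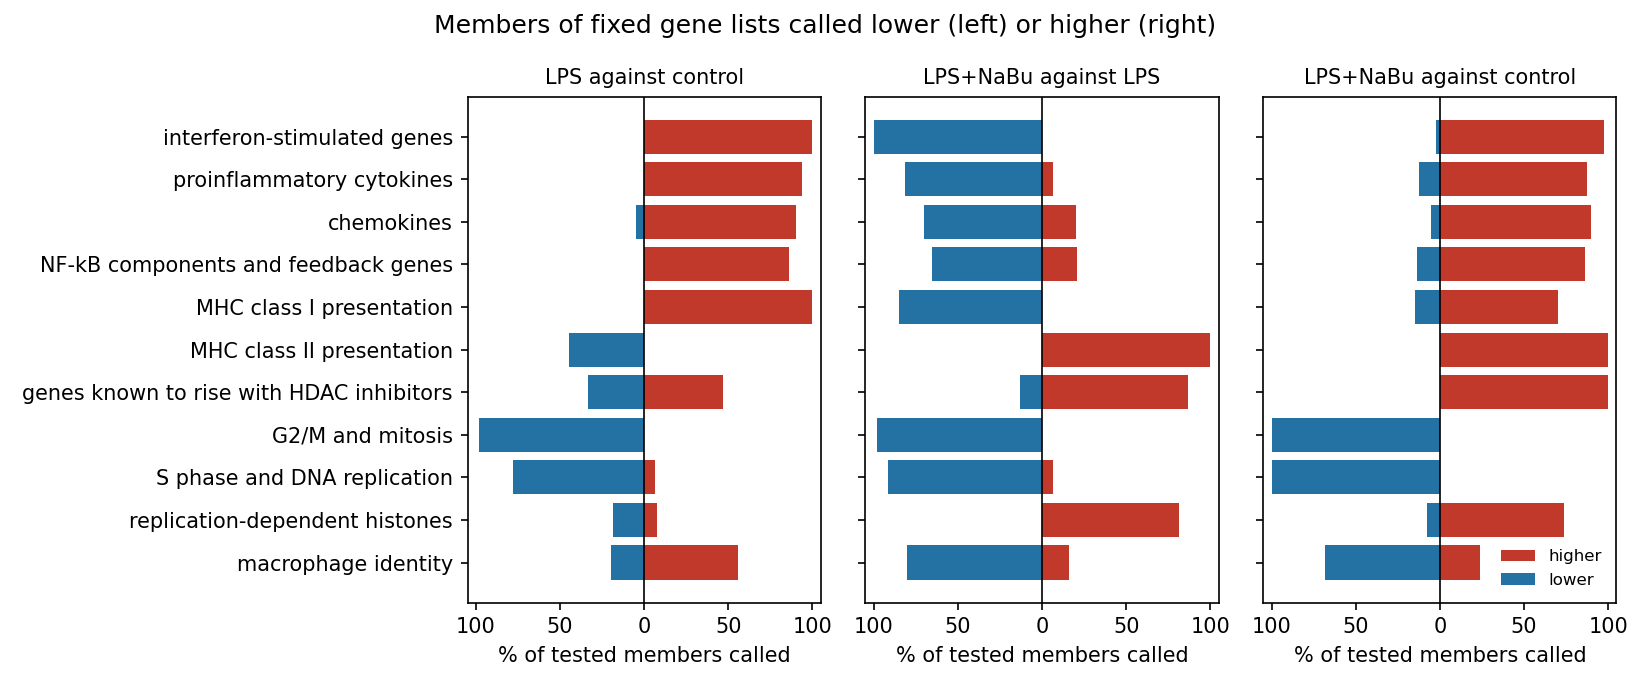
Percent of the tested members of 11 lists called lower (bars to the left) or higher (bars to the right) in the 3 comparisons. Interferon-stimulated genes went from 47 of 47 higher with LPS to 47 of 47 lower with LPS+NaBu against LPS, and 46 of 47 stayed higher with LPS+NaBu than in control.

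Genes that LPS had changed were then followed into LPS+NaBu. Of the 1245 LPS-induced genes 816 (65.5%) fell with NaBu, 200 rose and 229 were not called, against 471.0 and 500.8 for independent lists. Of the 891 LPS-repressed genes 706 (79.2%) rose and 77 fell, against 358.4 and 337.1. Both comparisons share the LPS libraries, so part of this excess may come from them. Data were simulated with no change between the groups, the comparisons again sharing the LPS group. The mean correlation of log2 changes across genes was -0.501 (observed -0.436), with opposite signs in 66.7% of genes (observed 63.8%). Neither measure depends on the size of the changes, so they cannot tell how much of the excess comes from sharing. The mean simulated covariance, which does depend on size, was -0.0346 (observed -0.796). In the simulated data a mean of 0 induced genes fell and 0 repressed genes rose, against 816 and 706 observed. The simulation held no LPS response, so these counts show only what noise with sharing gives. Measured on the log2 scale, NaBu took back a median of 48.7% of the rise of the induced genes (quartiles 1.8% and 88%), and 856 of them were still called higher than in control. Medians by list were 36.4% for chemokines (18 induced members), 37.4% for cytokines (15), 43.3% for interferon-stimulated genes (47) and 120.5% for phagocytic receptors (13). Differences between lists were not tested. The fall of the repressed genes was taken back by a median of 118.1% (quartiles 53.2% and 191.9%), and 389 of the 891 were called higher than in control.

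The comparison of LPS+NaBu with control asked how cells given both treatments differed from untreated cells. A gene above control here need not be left over from the response to LPS. Ccl5, which attracts T cells, stood highest above control, at 181527 ± 11369 against 45.5 ± 12 (n = 3, log2 change 11.96 ± 0.14, limma adjusted p = 1.87e-15). It was followed by Il1b (16372 ± 165 against 5.47 ± 1.28, adjusted p = 5.89e-16), Cxcl10 (6766 ± 218 against 5.66 ± 2.50) and Csf3 (1433 ± 89.8 against 1.34 ± 2.32). Plat (5151 ± 164 against 7.41 ± 3.95), Nos2 (6292 ± 375 against 10.8 ± 4), Rsad2 (9962 ± 759 against 19.5 ± 7.56) and Kcnh3 (781 ± 27.5 against 2 ± 3.46) stood next. Tnf was 1.97-fold above control (9250 ± 129 against 4686 ± 105, adjusted p = 1.49e-10) and Nfkb1 1.16-fold (adjusted p = 0.000354). Among the 8 genes furthest below control, the lectin Clec12a fell 57.5-fold (2859 ± 123 to 48.8 ± 3.59), the oxysterol receptor Gpr183 40.4-fold and the RNA sensor Tlr7 35.2-fold (4904 ± 194 to 139 ± 18.2). The integrin activator Fermt3 fell 24.6-fold, Fbxo5 23.3-fold, Fam64a 17.8-fold, Tfap4 16.8-fold and cyclin D1 (Ccnd1) 16-fold (21542 ± 235 to 1347 ± 22.6).

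In this comparison 11267 genes were called, 6063 higher and 5204 lower, with 3070 and 1994 changed at least 2-fold. The median log2 change of all tested genes moved from 0.085 to -0.08 under quantile normalization, and the balance turned to 5524 higher and 6104 lower. It turned with TMM scaling as well (5553 and 5724). Interferon-stimulated genes remained higher in 46 of 47 cases with 1 lower (median log2 change 3.07, camera adjusted p = 5.09e-15, but adjusted p = 0.0586 with an estimated correlation). Cytokines were higher in 14 of 16 cases and lower in 2 (camera adjusted p = 0.0011, but adjusted p = 0.0586 with an estimated correlation). Chemokines were higher in 18 of 20 with 1 lower (camera adjusted p = 3.53e-05, but adjusted p = 0.118 with an estimated correlation). All 9 class II genes (camera adjusted p = 0.00122, but adjusted p = 0.0574 with an estimated correlation) were higher, as were all 15 genes known to rise with deacetylase inhibitors (camera adjusted p = 5.19e-06, but adjusted p = 0.0985 with an estimated correlation). All 52 genes of G2/M and mitosis (median log2 change -2.33, camera adjusted p = 5.46e-23, and adjusted p = 0.0227 with an estimated correlation) were lower, as were all 46 S phase genes (median log2 change -1.73, camera adjusted p = 3.08e-18, and adjusted p = 0.0459 with an estimated correlation). Macrophage identity genes were lower in 17 of 25 cases and higher in 6 (camera adjusted p = 0.00289, but adjusted p = 0.235 with an estimated correlation). Beside them, markers of fibroblasts (4 of 4), B cells (3 of 3) and endothelial cells (2 of 3, with Vwf lower) were higher than in control, and of 2 T cell markers 1 was higher and 1 lower. Csf1r, the receptor for the macrophage growth factor, stood at 42749 ± 954 in control and 6536 ± 567 with LPS+NaBu. Il6 was 6.10-fold above control (9.64 ± 2.40 against 1.34 ± 2.32, adjusted p = 0.000696). This call ended under quantile normalization (adjusted p = 0.102, with 3.23e-06 to 0.102 over the alternatives). The control libraries held 0, 0 and 4.02 normalised counts of Il6, so the size of this fold depends on control replicate 3. Cd80 was 1.13-fold above control (adjusted p = 0.0197), which was lost in 5 of 21 alternatives (adjusted p from 0.00581 to 1), among them without control replicate 3 (0.0861) and without LPS+NaBu replicate 3 (0.0642). Pparg was not called (15.4 ± 4.41 against 5.93 ± 2.68, adjusted p = 0.0677), except with edgeR (0.0359) and when only these groups were fitted (0.0172; 0.0172 to 0.677 over the alternatives). Mrc1 (39.4 ± 13 against 9.20 ± 1.02, adjusted p = 0.000136) and Il4 (76.2 ± 3.48 against 22.1 ± 2.71, adjusted p = 6.93e-05) were higher than in control.

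The positions of some of the genes named above are, on GRCm39, Tnf (ENSMUSG00000024401) on chromosome 17 from 35418357 to 35420983 on the minus strand and Il6 (ENSMUSG00000025746) on chromosome 5 from 30218112 to 30224979 on the plus strand. Il1b lies on chromosome 2 from 129206490 to 129213059 on the minus strand and Ccl5 (ENSMUSG00000035042) on chromosome 11 from 83416602 to 83425942 on the minus strand. Mx1 lies on chromosome 16 from 97248235 to 97264107 on the minus strand and Ccnd1 on chromosome 7 from 144483668 to 144493662 on the minus strand. All of them are annotated as protein coding, and the values count reads over each whole gene.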

Values the study reported

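In the study's chromatin immunoprecipitation experiment, p65 was found at 1402 promoters in cells given NaBu before LPS and at 282 promoters in cells given LPS alone. The study reported about 25% apoptotic cells in a live/dead assay of RAW264.7 cells given NaBu before LPS.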

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

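Of 301 alternative values of the main counts 283 stayed within the limits set in advance and 18 moved. Testing against a change of 0.5 on the log2 scale left 2615 genes for LPS against control (1427 higher, 1188 lower), 6962 for LPS+NaBu against LPS (3795, 3167) and 6507 for LPS+NaBu against control (3729, 2778). That stricter test by construction drops small changes; 102 of 1087 LPS-induced genes then rose and 41 of 665 LPS-repressed genes fell with NaBu. Scaled to the same sum, LPS against control had 2273 genes higher and 7074 lower, and the set of LPS-repressed genes grew to 1458, of which 1153 rose and 141 fell with NaBu. Quantile normalization gave 126 of 953 repressed genes that fell, and a filter of at least 100, added after seeing the data, 454 of 557 that rose. With an estimated correlation 20 list calls were left of 75. Leaving out one library gave 7521 to 8114, 11147 to 11398 and 10733 to 10941 genes.

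Of 2037 values for named genes 29 were weaker and 7 stronger, and of 1638 for lists 86 were weaker, 8 stronger and 2 reversed. Both reversals were of ribosomal protein genes under quantile normalization, with adjusted p = 0.0165 for LPS against control (8.2e-08 to 0.613 over the alternatives) and 0.247 for LPS+NaBu against LPS (1.66e-08 to 0.546). The cause was not tested. Scaling by median of ratios is identical to the deposited values and was not run. Replicate numbers did not pair across groups, and the replicate block gave 7977, 11464 and 11124 genes.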

Other observations

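The tests of sequencing depth and of scaling below, and the histone sum without its largest gene, were written after the results they address had been seen. A smaller part of the LPS response went up further with NaBu, 200 of 1245 induced genes (16.1%), against 500.8 for independent lists. Dusp5, a phosphatase that inactivates ERK, went from 315 ± 13.7 in control to 5192 ± 158 with LPS and 11617 ± 545 with LPS+NaBu (limma adjusted p = 2.55e-10 for LPS+NaBu against LPS). Ier3 went from 2543 ± 203 in control to 30108 ± 1594 and 41138 ± 615 (adjusted p = 8.49e-06) and Zfp36, which destabilises cytokine mRNA, from 1062 ± 65.1 to 12978 ± 601 and 15500 ± 379 (adjusted p = 0.000586). The autophagy receptor Sqstm1 went from 19149 ± 961 in control to 39514 ± 1773 and 212930 ± 14011. Feedback inhibitors of Toll-like receptor signalling, taken as a list, fell in 17 of 27 cases and rose in 8 with LPS+NaBu against LPS. Camera gave adjusted p = 0.0461, but adjusted p = 0.136 with an estimated correlation.

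Fatty acid oxidation genes fell in 12 of 24 cases and rose in 4 with LPS (camera adjusted p = 0.0439, but adjusted p = 0.403 with an estimated correlation). They rose in 17 of 24 cases and fell in 5 with LPS+NaBu against LPS, the same numbers adjusted over the list alone (camera adjusted p = 0.00134, but adjusted p = 0.19 with an estimated correlation). Cpt1a, which loads fatty acids for mitochondria, went from 1473 ± 26.1 to 5715 ± 44.2. Fasn, the fatty acid synthase, fell from 24318 ± 726 to 4558 ± 81.1. Ribosomal protein genes fell in 70 of 83 cases and rose in 1, the same numbers adjusted over the list alone, a direction that turned under quantile normalization (39 higher, 17 lower) and a count that dropped to 34 lower and 7 higher when scaled to the same sum (camera adjusted p = 8.09e-07, but adjusted p = 0.546 with an estimated correlation). The study describes little effect of NaBu on Il1b, Nos2 and Il18. Here Il1b fell 1.54-fold, a call that ended under quantile normalization (adjusted p = 0.231; 9.71e-27 to 0.286 over the alternatives), while Nos2 fell 3.25-fold and Il18 3.09-fold.

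LPS+NaBu libraries had more detected genes than the others. After every library was thinned to the size of the smallest, 13173 ± 53.8 genes were detected in control, 13094 ± 49.2 with LPS and 14276 ± 41.1 with LPS+NaBu. The lowest LPS+NaBu library still stood 1026 genes above the highest other library, so sequencing depth does not explain it. Of 561 genes detected in LPS+NaBu alone 503 are protein coding. Pooled reads over 1310 odorant and vomeronasal receptor genes, which an excess of genomic DNA would raise, were 8.34 per 1e6 reads with LPS+NaBu against 13.6 in control and 19 with LPS, so no such excess is seen. Of the 555 genes with a known exon length 99.8% had over 10 times the reads predicted from that density, but they had been picked for being detected, and this share alone excludes little. Acetylation of silent promoters after deacetylase inhibition could open these genes, which these libraries do not measure.

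Replication-dependent histone genes rose while S phase genes fell. Their summed count went from 2789 ± 232 with LPS to 24862 ± 2590 with LPS+NaBu, and the lowest LPS+NaBu library was 7.17 times the highest LPS library. Hist1h1c alone holds 78.3% of the LPS+NaBu sum. Without it the sum went from 1039 ± 81 to 5384 ± 171 over 69 genes, still 4.6 times between those libraries, so reads shared between copies do not explain the rise. Other RNA without a poly(A) tail did not rise with them: 85 small RNA genes had a median log2 change of -0.45 (bootstrap interval -0.60 to -0.31), against 2.57 for the histone genes. Polyadenylated histone transcripts, which resting cells make, could account for it, and a test of read positions at the 3' ends was not analysed here.

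Interferon-stimulated genes fell with NaBu under every scaling, with at least 46 of 47 called lower. Ifnb1, which encodes the interferon that LPS induces, went from 167 ± 10.3 to 5.13 ± 0.584 (log2 change -4.78 ± 0.45, adjusted p = 4.76e-07). Its fall is consistent with a loss of autocrine interferon, but a direct effect of NaBu on the genes may act alongside, and these libraries do not separate them. Without cells given NaBu alone, effects of NaBu that do not depend on LPS stay open. When the 6 libraries of a comparison were split into groups of 3 in all 10 ways, only 1 split, the real one, gave as many genes (8307, 11558 and 11267), and the highest other split gave 1, 0 and 0. With 10 splits an exact share under 0.05 is out of reach.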
